A study of Mus musculus with 2148 samples. Its data were reported in "Role of PRC2 in the stochastic expression of Aire target genes and development of mimetic cells in the thymus" (2025).

How the data were processed

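Single thymic epithelial cells of C57BL/6 mice were profiled by RamDA-seq, a full-length method that reverse-transcribes total RNA with random and oligo(dT) primers and therefore reads nascent and non-polyadenylated transcripts as well as mRNA. Cells had been sorted into 96-well plates as cortical cells (cTEC, Ly51-positive) or as medullary cells (mTEC) with high or low MHC class II on the surface (mTEChi and mTEClo). They came from adult wild-type (WT) mice, adult mice lacking the transcriptional regulator Aire (Aire-KO) and newborn WT mice. Each library is 1 cell. The labels list 2148 sequencing samples of 1980 cells, because 168 cells were sequenced in 2 runs. How the runs of those cells were combined is not stated, and each cell has 1 column of values.

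Whole-number counts of deduplicated reads per Ensembl gene were deposited for the 1980 cells. To make these counts the authors trimmed and cleaned the reads, mapped them to the mouse genome (mm10) with STAR, removed poorly mapped reads and duplicates, and counted the rest with htseq-count without regard to strand. Antisense and overlapping genes can therefore not be separated. The authors kept cells with more than 200000 reads on more than 8000 genes, and all 1980 cells of the table pass that filter. A second table holds the authors' length-scaled and TMM-scaled values (GeTMM) of 26941 genes, treated here as a score: it was 0 wherever the count was 0, it was otherwise a gene factor times a cell factor times the count, and its column sums ran from 672848 to 1999785. No deposited score of that table entered a test. The count table has 48437 genes, of which 48263 have an entry in the annotation used here (GENCODE M21 on GRCm38, which gave names and positions), and 23 have no read in any cell. Mitochondrial genes held 0.777% of all reads, and the gene with most reads held 0.559%.

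Cells are not replicates, and the mice are not numbered in the labels. Cells of a group whose age and sex labels agree were therefore summed into 1 mouse pool, the unit of replication. This gave 13 pools in 8 groups, 11 of them mTEC pools in 6 groups. Adult WT mTEChi had 4 pools and adult WT mTEClo had 3. Every other group had 1 pool, which was assumed to vary like the pools of the other groups. Cells of 1 pool may come from several mice. The main test was the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) on the sums of the 11 mTEC pools, with TMM scaling, the tool's filter on low counts and 5 residual degrees of freedom. Numbers of genes called are given as percent of all genes of the count table, and numbers of co-expressed pairs as percent of the pairs tested in the main setting, with the same denominator under every setting. A gene counted as changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 2. Tests were 2-sided. The comparisons were Aire-KO against WT in each adult sort, the difference between those effects (an interaction term), adult WT mTEChi against mTEClo, and newborn against adult WT in each sort. Groups of 1 pool that are compared only with other groups of 1 pool were described without a test. Standard errors of log2 fold changes were taken from the fold change and the test statistic.

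The test was tested on simulated counts drawn from the means, library sizes and spread of the real pools, with 200 genes changed among about 39970. For Aire-KO against WT mTEChi the test recovered 9.5% of the changed genes at the measured spread between pools, 34.0% when the spread was divided by 4 and 63.0% when it was divided by 10, with 0, 2 and 4 calls among unchanged genes. Of the 8-fold and 16-fold changes there, 18% were recovered at the measured spread. For adult WT mTEChi against mTEClo the test recovered 16.5% at the measured spread, with 3 calls among unchanged genes. It recovered 6.5% for Aire-KO against WT mTEClo, and 6.5% and 8.5% for newborn against adult mTEChi and mTEClo. For the interaction it recovered 0%, also at changes of 8-fold and 16-fold. The design, the tests, the preset genes, the cell type markers and 125 alternatives were fixed before the data were examined, and 14 alternatives were added afterwards.

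The main test called no gene between Aire-KO and WT mTEChi. The design had taken the genes lower in Aire-KO from that test for 2 later steps, so these steps used the 1645 genes that the same test called lower with plates in place of mouse pools. That gene set was chosen after the result of the main test was seen. Plates are technical units, and plates of 1 mouse pool may share their mice, so these genes differ between the plates of the genotypes and the test over plates does not measure the spread between mice.

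Named genes followed a fixed rule. They were 17 preset genes, of which 16 were found by name, and for each comparison the 4 genes of each direction with the largest fold among those past the threshold, with at least 20 CPM (reads per 1e6 reads on genes) as the mean over the pools, or plates, of the higher group and all pools of one group above all pools of the other. Predicted genes and pseudogenes were passed over. For comparisons in which the main test called no gene, the same rule was applied to the plates, a choice made after the counts were seen. Elsewhere CPM of a group or pool were taken from summed counts, while the CPM of this rule and those beside a fold change are scaled by TMM. For adult mTEChi against mTEClo and for Aire-KO mTEChi the genes of the rule are given in full. For Aire-KO mTEClo and the newborn comparisons only the gene with the largest fold of each direction is given, and none for the interaction, to keep the text short.

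Cells were clustered with Seurat 5.3.0 on 6000 variable genes, 30 principal components and a resolution of 0.8. A cluster was named after the class with the most preset markers at least 2-fold above the remaining cells (with 5 CPM added) and at 5 CPM or more, if there were at least 3 such markers and no tie. That naming rule was set after the markers and after the clusters were made. No doublet caller was run, since cells were sorted singly into wells. Shares of cells carry exact (Clopper-Pearson) 95% binomial intervals, and a share of 0 is given with the limit that 3 counts set. Reads carry no molecular identifiers, so intervals and limits cover counting error only.

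To compare detection between genes and pools, each cell was thinned to 200000 reads without replacement, and no cell was lost because every cell has more. Each gene lower in Aire-KO plates was paired, within a pool, with the gene of nearest mean expression among genes with an absolute log2 fold change under 0.5. Genes without a read in a pool were left out there. An added alternative kept all genes of the set in every pool and paired them once by their mean over all WT mTEChi cells. Co-expression was the Pearson correlation of log values across the 620 adult WT mTEChi cells, over genes with 5 or more reads in at least 5 cells, with pairs above 0.6 counted. Both steps were tested on simulated data. The first returned a median share of 20.0% for simulated genes set at 20.0% and 39.3% for matched genes set at 40.0%, and the second found all 50 planted pairs and no other. The simulated genes of the first had more reads per cell than those of the real set. The planted pairs were strongly correlated normal values, not sparse counts. These simulations therefore test the code and do not show how well either step works at the real depth. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

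Alternatives changed 1 choice at a time. They were DESeq2 1.42.0 in place of edgeR, its size factors in place of TMM, no filter on low counts, a filter at a read in 5% of the cells of a compared group, cells thinned to 200000 reads, equal weight per cell with limma 3.58.1 on log2(CPM + 1), only the compared groups in the fit, plates as units, each pool left out in turn, each Aire-KO plate left out in turn, age and sex of the pools as a block (added later), and cells outside the mimetic and cycling clusters. The clustering was repeated at resolutions of 0.4 and 1.6, with 15 components, with 2000 variable genes and without the genes that differed between Aire-KO and WT plates.

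Read depth per cell ranged from 203010 to 1823784. Summed pools ranged from 7990398 reads in a pool of 12 cells to 351545799 reads in a pool of 444 cells.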

Results

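All cells together held 1424841034 deduplicated reads. A cell had a median of 692880 reads (203010 to 1823784) on a median of 12982.5 genes (8168 to 18454). At 5 or more reads the median was 9711 genes, and in cells thinned to 200000 reads it was 11109.5. Median reads per cell ranged over the 8 groups from 532926.5 in adult Aire-KO mTEClo to 862537 in adult WT cTEC. Median genes per cell ranged from 11563 in adult Aire-KO mTEClo to 14334 in newborn WT cTEC. Adult WT and Aire-KO mTEChi had median depths of 772240 and 812728.5 reads.

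Aire (ENSMUSG00000000731, protein-coding, chromosome 10, 78030022 to 78043610, GRCm38), the gene targeted in the knockout, was measured first. It reached 1467.3 ± 404.7 CPM (mean ± SD, n = 4 mouse pools) in adult WT mTEChi and 34.2 ± 7.13 CPM (n = 3) in adult WT mTEClo. The single pools of the remaining groups gave 1469.3 CPM in newborn mTEChi, 86.2 in newborn mTEClo, 58.01 in newborn cTEC, 26.1 in Aire-KO mTEChi, 3.57 in adult cTEC and 0.153 in Aire-KO mTEClo. The mean of per-cell values, the alternative that moved these levels most in relation to their counting error, gave 1536.3 CPM in newborn mTEChi. The 4 Aire-KO mTEChi plates lay between 17.0 and 36.9 CPM and the 5 newborn mTEChi plates between 1158.3 and 1800.4 CPM. In newborn mTEClo the plates ranged from 16.9 to 303.2 CPM.

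**Figure D1:**
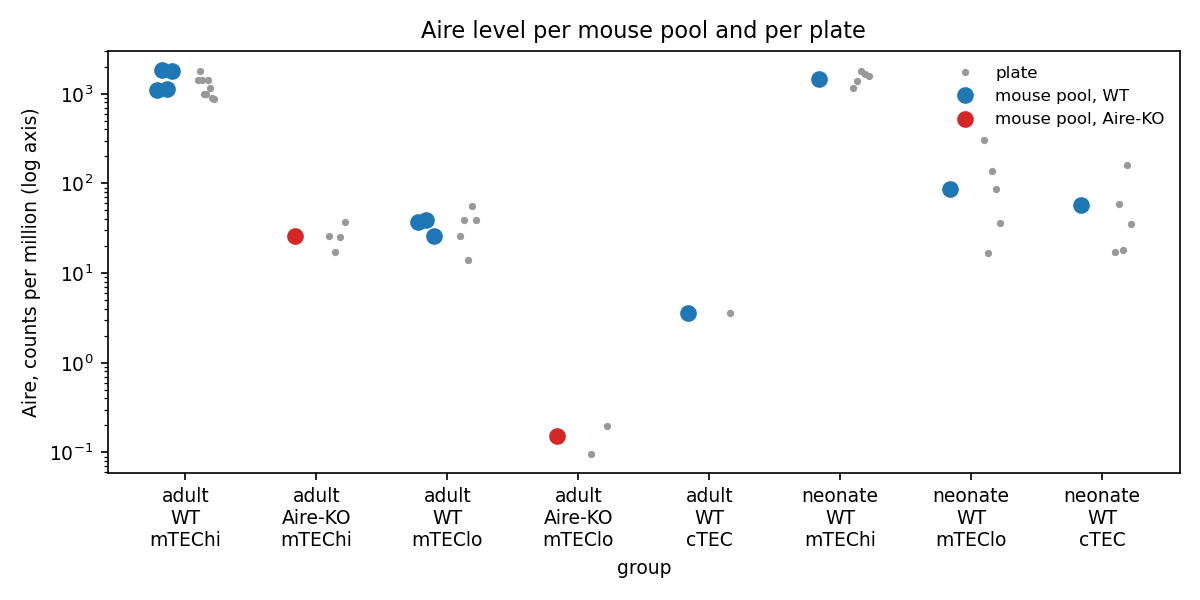
Aire level in CPM on a log axis for the 8 groups; large points are mouse pools and small grey points their plates. Adult WT mTEChi pools lie between 1109.7 and 1844.6 CPM and the Aire-KO mTEChi plates between 17.0 and 36.9 CPM.

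Genes of the sorting scheme were compared next. Enpep (ENSMUSG00000028024, protein-coding, chromosome 3, 129269175 to 129332720), which encodes Ly51, was at 392.8 CPM in adult and 185.6 CPM in newborn cTEC, and at 33.7 ± 8.11 (n = 4) in adult WT mTEChi and 11.3 ± 9.66 (n = 3) in adult WT mTEClo. The MHC class II gene H2-Aa (ENSMUSG00000036594, protein-coding, chromosome 17, 34282744 to 34287823) was at 1627.2 ± 217.5 CPM in adult WT mTEChi and 551.4 ± 279.3 in mTEClo, whose 3 pools ran from 371.96 to 873.15 CPM. Epcam (ENSMUSG00000045394, protein-coding, chromosome 17, 87635979 to 87651129) ranged from 180.7 CPM in newborn cTEC to 405.4 ± 43.9 in adult WT mTEClo. The cTEC gene Psmb11 (ENSMUSG00000072423, protein-coding, chromosome 14, 54621433 to 54629556) was at 732.4 and 915.6 CPM in adult and newborn cTEC. It was also at 283.7 CPM in newborn mTEClo and 71.6 CPM in Aire-KO mTEClo, and at 20.3 CPM or less in the other mTEC groups. Groups with 1 pool were not tested against each other.

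Sex genes were read per plate to compare them with the labels. The female plate had 1187.4 CPM of Xist (ENSMUSG00000086503, lincRNA, chromosome X, 103460366 to 103483254) and 0.206 CPM of Ddx3y (ENSMUSG00000069045, protein-coding, chromosome Y, 1260771 to 1286629). A cell was at the female level with Xist at or above the 10th percentile and Y genes at or below the 90th percentile of that plate, limits that 78.05% of its own cells met. In the 20 male-labelled plates 0 cells were at this level. More Xist than Y reads were found in 8, 2 and 5 cells (10.4%, 2.94% and 6.94%) of plates 32, 33 and 34 and in 0 to 2 cells of each other male-labelled plate. Newborn plates carry no sex label. There 56 cells (12.9%) were at the female level, and 21.8 to 33.3% of the cells of a plate had more Xist than Y reads. Of the cells with more Y than Xist reads, 97.1%, 96.9% and 89.6% held Xist reads in plates 32, 33 and 34 (adult WT mTEClo pool 1), against 1.39% to 42.7% in the other male-labelled plates. In the newborn plates this share was 55.7% to 98.4%.

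Clustering of all cells gave 14 clusters. Of these, 3 were named mature mTEC-like (18.4, 7.02 and 6.77% of cells) and 2 each were named cTEC-like (7.07 and 3.89%) and cycling (3.54 and 2.78%). Single clusters were named immature mTEC-like (17.6%), enterocyte-like (16.6%), tuft-like (6.31%), keratinocyte-like (4.29%), neuroendocrine-like (2.17%) and microfold-like (1.36%), and 42 cells stayed unnamed. Among the 10 genes with the largest fold in each cluster, none was a marker of its own class in the 3 mature mTEC-like clusters, the immature mTEC-like cluster and the smaller cTEC-like cluster, so these names are less certain. In the largest mature mTEC-like cluster the stromal marker Col1a1 was among them. The name of that cluster also depended on the setting. Clusters that share top genes with it were named after thymocytes at a resolution of 1.6. With 2000 variable genes and with 15 components they stayed unnamed, and in the remaining clusterings they were named mature mTEC-like. The smallest mature mTEC-like cluster consisted of Aire-KO mTEChi cells for 95.5%, so mature and enterocyte-like shares, which share marker genes, were not compared between genotypes.

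Shares of the other classes in adult mTEChi were compared between 4 WT pools and 1 Aire-KO pool, a design in which a permutation cannot reach a p under 0.05. Cycling cells made up 5.27 ± 3.43% of WT pools (n = 4) and 3.85% of Aire-KO cells (13 cells, exact interval 2.06 to 6.49%). Keratinocyte-like cells were at 4.98 ± 3.01% and 3.55% (1.85 to 6.12%), neuroendocrine-like cells at 2.92 ± 3.75% and 0.592% (0.0717 to 2.12%), and microfold-like cells at 0.891 ± 0.596% and 0.296% (0.00749 to 1.64%). Tuft-like cells were at 1.53 ± 1.84% in WT and at 0 cells in Aire-KO (0%, up to 0.888%), and 2 of the 4 WT pools also held none. Each of these 5 Aire-KO shares lay within the range of the WT pools. For microfold-like cells this rests on pool 2, with 0 of 12 cells. Pools 1, 3 and 4 were at 1.13, 1.22 and 1.22%, above the Aire-KO share but inside its exact interval. Immature mTEC-like cells were at 0.394 ± 0.788% in WT and 3.85% in Aire-KO, above the highest WT pool (1.58%), and 0 of the cells of 2 Aire-KO plates but 13.1% of another were of this class. In percentage points the keratinocyte-like share moved most, to 11.3% of WT pools and 9.76% of Aire-KO cells at a clustering resolution of 0.4 and to 11.3% and 10.1% in a clustering without the genes that differed between Aire-KO and WT plates. WT means depended on single pools: without pool 1 the immature share was 0%, without pool 2 the neuroendocrine share was 1.11%, and without pool 3 the tuft share was 0.826%.

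**Figure D2:**
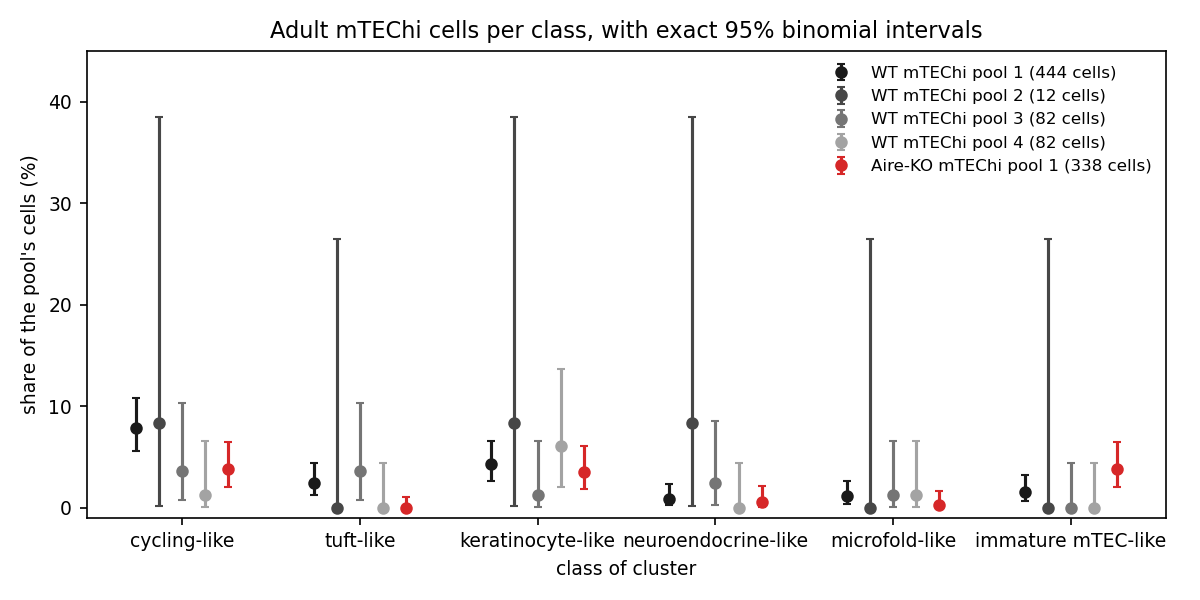
Share of adult mTEChi cells (%) in 6 classes; points are the 4 WT mouse pools and the Aire-KO pool, each with its exact 95% binomial interval. Only for immature mTEC-like cells does the Aire-KO share (3.85%) lie above all WT pools.

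In adult WT mTEClo the class shares differed strongly between pools. Tuft-like cells made up 4.15% of pool 1 (8 weeks), 52.7% of pool 2 (5 weeks) and 54.5% of pool 3 (4 weeks), and 14.9% (9.71 to 21.6%) of Aire-KO mTEClo cells (5 weeks). Immature mTEC-like cells made up 81.6%, 18.9% and 19.7% of the WT pools and 68.2% of the Aire-KO cells.

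Adult WT mTEChi and mTEClo, the comparison with replicates on both sides, differed in 9.63% of the genes. Numbers of genes are given here and below as percent of the 48437 genes of the count table, of which 39971 were tested with edgeR. By this measure 6.22% (3014 genes) were higher and 3.404% lower in mTEChi, and 17.9% and 10.7% were so at an unadjusted p under 0.05. Plates as units moved this result most, to 19.7% higher and 7.04% lower (9551 and 3409 genes). The result depended on single pools. Without mTEChi pools 1, 3 and 4, 2.95, 3.78 and 3.10% were higher and 1.79, 1.70 and 1.503% lower. Without mTEClo pools 2 and 3, 2.31 and 2.86% were higher and 1.58 and 2.08% lower. Age differs as well, since mTEClo pool 1 is from mice of 8 weeks and the mTEChi pools from mice of 4 to 6 weeks. Without that pool 4.81% were higher and 3.26% lower, and with age and sex of the pools as a block, a fit with 1 residual degree of freedom, 3.71% were higher and 2.49% lower. The median log2 fold change over all genes was 0.30 with TMM and 0.40 with the size factors of DESeq2, so changes are relative to that shift.

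Among preset genes, Aire was higher in mTEChi by a log2 fold change of 5.22 (SE 0.33, edgeR adjusted p 6.65e-04), Cd80 (ENSMUSG00000075122, protein-coding, chromosome 16, 38455561 to 38496335) by 3.21 (SE 0.25, adjusted p 0.00100), and Csn2 (ENSMUSG00000063157, protein-coding, chromosome 5, 87692624 to 87699630) by 4.199 (SE 0.52, adjusted p 0.00401). Fezf2 (ENSMUSG00000021743, protein-coding, chromosome 14, 12342094 to 12348189) was higher by 1.89 (SE 0.34, adjusted p 0.0132) and H2-Aa by 1.32 (SE 0.36, adjusted p 0.0459). Ccl21a (ENSMUSG00000094686, protein-coding, chromosome 4, 42772860 to 42773993), which has close paralogs and is therefore uncertain, was lower by a log2 fold change of -3.80 (SE 0.75, adjusted p 0.0178). For each of these 6 genes all 4 mTEChi pools lay on the same side of all 3 mTEClo pools. Enpep, Epcam, Psmb11 and Crp (ENSMUSG00000037942, protein-coding, chromosome 1, 172698055 to 172833031) did not pass (adjusted p 0.190, 0.0957, 0.824 and 0.0782).

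The largest folds named by the rule rested on few cells. Of the genes higher in mTEChi, Aqp6 (ENSMUSG00000043144, protein-coding, chromosome 15, 99601400 to 99605477) had 3883 reads in 70 of 620 mTEChi cells against 2 reads in all mTEClo cells, a ratio of CPM of 891.9 (counting interval 246.9 to 7364.4) at an adjusted p of 0.0146. Cpn2 (ENSMUSG00000023176, protein-coding, chromosome 16, 30256378 to 30267499) had 3 reads in mTEClo (counting interval of the ratio 111.6 to 1580.8, adjusted p 0.0332). Adgrg5 (ENSMUSG00000061577, protein-coding, chromosome 8, 94923694 to 94943280) had a ratio of 512.3 (200.1 to 1880.3, adjusted p 0.0298), and Tdgf1 (ENSMUSG00000032494, protein-coding, chromosome 9, 110939603 to 110946158) one of 390.9 (152.7 to 1434.8, adjusted p 0.0142). Each was detected in 53 to 70 mTEChi cells. These 4 genes reached the 20 CPM of the rule only through pool 2, which holds 12 cells: without it their mean over pools was 9.52, 2.41, 3.73 and 8.98 CPM. The genes lower in mTEChi were 4 bitter-taste receptor genes on chromosome 6, members of a family of paralogs whose reads are uncertain: Tas2r104 (ENSMUSG00000061977, 131684836 to 131685744, 25.8 ± 23.7 CPM in mTEClo, log2 fold change -9.75, adjusted p 0.0129), Tas2r102 (ENSMUSG00000056901, 132762131 to 132763174, 36.98 ± 31.05 CPM, -9.34, adjusted p 0.0150), Tas2r116 (ENSMUSG00000030194, 132855438 to 132856355, 21.5 ± 16.7 CPM, -8.11, adjusted p 0.00941) and Tas2r113 (ENSMUSG00000056926, 132893011 to 132893940, 38.8 ± 36.1 CPM, -7.71, adjusted p 0.00990). All 4 are protein-coding. Their SDs over the mTEClo pools were nearly as large as the means. Tuft-like cells made up 4.15, 52.7 and 54.5% of mTEClo pools 1 to 3, but at most 3.66% of a mTEChi pool. Whether the folds of these genes reflect class shares or a change within a class was not tested.

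Between Aire-KO and WT mTEChi, edgeR on mouse pools called 0 of 39971 genes, with a smallest adjusted p of 0.239. At an unadjusted p under 0.05, 0.972% of the genes of the table were higher and 2.63% lower in Aire-KO. DESeq2 on the same pools called 0.107% (52 genes) higher and 1.48% lower, and limma with equal weight per cell called 7 genes higher and 2 lower. Plates as units, the alternative that moved this result most, gave 0.939% higher and 3.396% lower, but plates are technical units and do not replicate mice. The log2 fold change of Aire was -5.69 (SE 0.57, edgeR adjusted p 0.239) over pools and -5.40 (SE 0.58, adjusted p 3.06e-06) over 4 Aire-KO and 9 WT plates. For Fezf2, Cd80, H2-Aa, Csn2 and Crp the log2 fold changes over pools were -0.18, 0.43, -0.06, 0.01 and -0.13, each smaller than 2 of its SE.

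Over plates, the rule named Nts (ENSMUSG00000019890, protein-coding, chromosome 10, 102481756 to 102490486), Tectb (ENSMUSG00000024979, protein-coding, chromosome 19, 55180733 to 55196313), Muc2 (ENSMUSG00000025515, protein-coding, chromosome 7, 141690340 to 141754693) and Prss29 (ENSMUSG00000034039, protein-coding, chromosome 17, 25318654 to 25322684, with close paralogs beside it) as lower in Aire-KO. Nts and Tectb had no read in Aire-KO cells, so that WT was at least 3566-fold and 1292.2-fold higher against a floor of 3 reads over the group (edgeR adjusted p over plates 4.71e-05 and 0.00115). Muc2 had 2 reads and Prss29 had 1 read in Aire-KO, for ratios of 5958 (1649.3 to 49197) and 6758 (1212.97 to 266937), with adjusted p over plates of 7.77e-04 and 2.63e-06. The preset gene Ins2 (ENSMUSG00000000215, protein-coding, chromosome 7, 142678656 to 142743381) also had no read in Aire-KO mTEChi and was at least 1935.5-fold higher in WT (adjusted p over plates 0.0224), where 1 of the 4 pools had none either. The limit for Ins2 rests on summed WT reads at 19.8 CPM, while the 4 WT pools had a mean of 9.79 CPM (0 to 24.4). Enpep was lower too (log2 fold change -3.77, SE 0.63, adjusted p over plates 7.07e-04). Higher in Aire-KO were Rgr (ENSMUSG00000021804, protein-coding, chromosome 14, 37034909 to 37048964, log2 fold change 2.64, adjusted p over plates 0.0188), Fam19a1 (ENSMUSG00000059187, protein-coding, chromosome 6, 96113154 to 96657198, 2.32, 0.00372), Neurod4 (ENSMUSG00000048015, protein-coding, chromosome 10, 130268152 to 130280240, 2.29, 0.0459) and Ctla4 (ENSMUSG00000026011, protein-coding, chromosome 1, 60887000 to 60915832, 2.28, 0.0292). Over mouse pools all of these genes had an adjusted p of 0.925 or 0.934.

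In mTEClo, edgeR on pools called 0 genes between Aire-KO and WT (1.76% of the genes of the table higher and 1.17% lower at an unadjusted p under 0.05, smallest adjusted p 0.0632). DESeq2 called 0.1796% (87 genes) higher and 0.382% lower, limma 6 higher and 1 lower, and plates as units 75 higher and 23 lower. Without WT mTEClo pool 1, edgeR called 2 genes higher. Aire was the gene with the smallest adjusted p (0.0632, log2 fold change -7.79, SE 0.66), and over plates it reached 3.12e-04. Abat (ENSMUSG00000057880, protein-coding, chromosome 16, 8513429 to 8621568) had the largest fold of the genes higher in Aire-KO plates (log2 fold change 2.63, adjusted p 0.0488; over pools 0.997). The difference between the Aire effects in mTEChi and mTEClo was tested as an interaction. No gene passed with edgeR on pools (0 genes, 2.84% of the table at an unadjusted p under 0.05) or with limma (0). With DESeq2 0.386% passed, and with plates as units 0.264%. In simulated data edgeR recovered 0% of changed genes for the interaction, so its 0 does not show that no gene differs. For Aire itself the interaction was 2.10 (SE 0.62, adjusted p 1.00).

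Newborn and adult WT mTEChi differed in 0 genes with edgeR on pools (1.24% of the table higher and 0.415% lower at an unadjusted p under 0.05), in 12 higher and 23 lower with DESeq2, in 0.260% higher and 1 gene lower with limma, and in 0.698% higher and 0.667% lower over plates. Over plates the largest folds were those of Fbn2 (ENSMUSG00000024598, protein-coding, chromosome 18, 58008623 to 58210487, log2 fold change 3.22, adjusted p 0.00151) and Col5a2 (ENSMUSG00000026042, protein-coding, chromosome 1, 45374321 to 45503282, -4.27, adjusted p 0.00567). Aire did not differ (0.03 over pools, SE 0.39). In mTEClo, edgeR on pools called 0 genes (4.64% of the table higher and 3.56% lower at an unadjusted p under 0.05), but 0.514% higher and 0.5677% lower without adult pool 1. DESeq2 called 1.70% higher and 2.09% lower, limma 69 genes higher and 22 lower, and plates gave 5.41% and 6.82% (2620 and 3301 genes). Over plates the largest edgeR log2 fold changes of genes named by the rule were those of H19 (ENSMUSG00000000031, lincRNA, chromosome 7, 142575529 to 142578143, log2 fold change 10.66), with 13278 reads in newborn and 22 in adult cells (ratio of CPM 1654.02, counting interval 1092.5 to 2639, adjusted p 1.79e-06), and Gpr139 (ENSMUSG00000066197, protein-coding, chromosome 7, 119140747 to 119184603, -10.56), with 1 read in newborn and 4244 in adult cells (ratio 1548.6, 277.9 to 61167, adjusted p 0.00233). By the ratio of CPM, Hmga2 (ENSMUSG00000056758, protein-coding, chromosome 10, 120361275 to 120476469) was above H19, with 1825.7 (782.3 to 5623, edgeR log2 fold change over plates 10.45, adjusted p 1.76e-05). The mTEClo sorts also differed in their classes of cells. Of newborn mTEClo cells 50% lay in cTEC-like and 25% in cycling clusters. In the adult WT mTEClo pools these shares were at most 1.35% and 0.461%. Age and cell composition are therefore not separated in the mTEClo comparison.

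Whether genes that depend on Aire are read in few cells was asked for the genes lower in Aire-KO plates (3.396% of the table). In thinned cells, such a gene, if read in the pool at all, was read in a median of 8.76 ± 5.36% of the cells of a WT mTEChi pool (n = 4), and a gene of matched mean expression in 17.3 ± 5.25%. The difference was -8.56 ± 1.87 percentage points and had the same sign in 4 of 4 pools, with 4.95, 16.7, 6.10 and 7.32% against 16.2, 25.0, 13.4 and 14.6%. Pools 1 to 4 held a read of 100, 48.3, 93.1 and 92.7% of the genes of the set, and the others were left out. With all genes of the set kept and matched over the 4 pools, the medians were 4.95, 0, 4.88 and 6.10% against 16.4, 16.7, 15.9 and 17.1%. In Aire-KO mTEChi cells the median share over all genes of the set was 0.592%, so it compares with these last values. The difference moved most in relative terms when a gene counted as expressed at 5 or more reads, to -0.948 points, with no difference in the pool of 12 cells. In pools 1 to 4, 56.6, 41.3, 47.3 and 45.6% of the genes were then below their match, ties not counted.

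**Figure D3:**
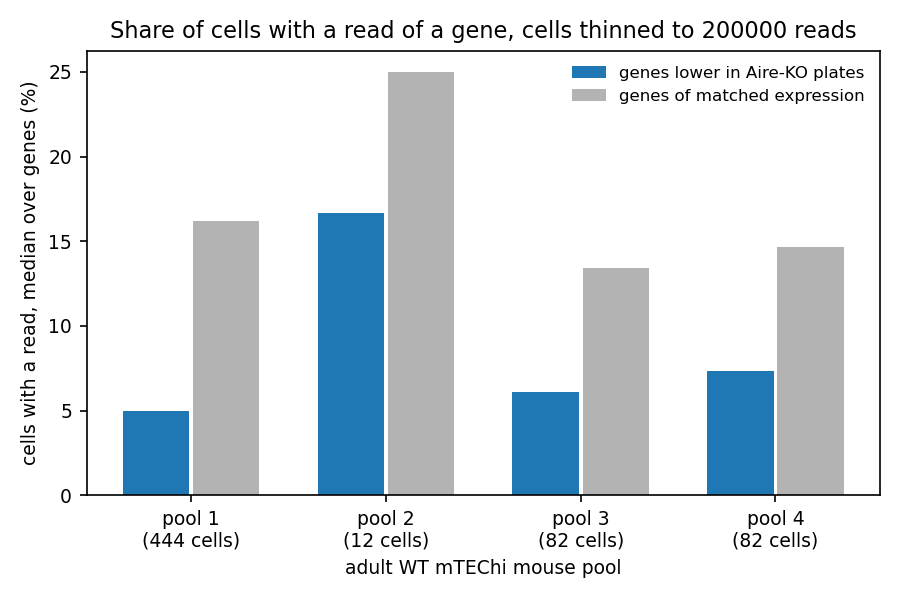
Median share of cells (%) with a read of a gene in each adult WT mTEChi mouse pool, for genes lower in Aire-KO plates and for genes of matched expression. The first share is the lower one in each pool, with 4.95 against 16.2% in pool 1.

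Pairs of these genes were then compared across the 620 WT mTEChi cells. Of 1174278 pairs, 0.0225% correlated above 0.6 across cells, against 14 of 1165101 pairs of matched genes. Cells of 1 pool are not independent replicates, and no test was made over cells. Of the pairs above 0.6, 99.2% lay on one chromosome (exact interval 97.3 to 99.9%), compared with 5.72% of all pairs of the set. Within 100 kb lay 69.3% of them, and the median gap of pairs on one chromosome was 37.7 kb. The few pairs of matched genes also lay close together, with 9 of 14 (64.3%) on one chromosome, all of them within 100 kb and at a median gap of 6.63 kb. A median of 14 cells held 5 or more reads of both genes. Correlations of unlogged CPM moved this result most, to pairs that numbered 0.106% of those tested, with 26.2% on one chromosome. Without pool 1, pairs above the threshold numbered 0.0139% of the 1174278, and 85.9% of them lay on one chromosome. Only 426426 pairs were tested there, and per 1e6 pairs tested the number rose from 224.8 to 382.2.

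The pairs formed 79 blocks of linked genes, of which 59 held 2 genes. The largest block held 46.2% of the pairs, between 19 predicted genes that lie from 48590889 to 49128741 on chromosome 5, inside Kcnip4 (ENSMUSG00000029088, chromosome 5, 48389502 to 49524907), a protein-coding gene chosen after its values were seen. The predicted genes together had 32.4 CPM in WT and 0.321 CPM in Aire-KO mTEChi, whereas Kcnip4 itself had 6.90 and 4.62 CPM. In 67 of 620 WT cells the block had 5 or more reads. The next blocks held 15 pairs of 6 predicted genes on chromosome 8 and 9 pairs of 7 genes around Prss29 on chromosome 17. Counting ignored strand, so the strand of such transcripts is not known.

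**Figure D4:**
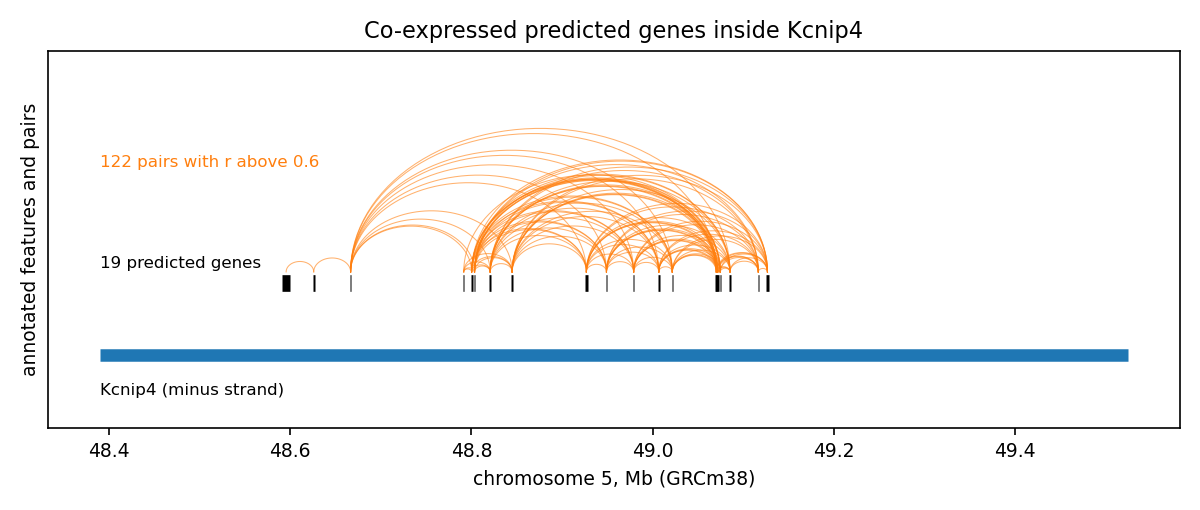
Map of the block on chromosome 5 (position in Mb, GRCm38) with its 19 predicted genes as black marks above the span of Kcnip4; arcs join pairs with a correlation above 0.6. The genes drawn sum to 32.4 CPM in WT and 0.321 CPM in Aire-KO mTEChi.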

Values the study reported

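For its RamDA-seq data the study gave a median of 12,983 genes detected per cell over 1,980 cells. Genes it called Aire-driven were each expressed in 13.1% of the cells of 1 mature mTEC cluster. Among Aire-driven genes whose expression correlated above 0.6 across cells, it placed 96% of pairs within a chromosome, at a median distance of 20.4 kb.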

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

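The tests on Adgrg5, Aqp6, Cpn2, Nts, Tas2r102 and immature mTEC-like cells were planned before the value of each test was seen, but after the far-off pool was noticed. In 43 values of the 4 adult WT mTEChi pools, 9 had 1 pool far from the others by Dixon's criterion, where about 2.15 would be expected by chance at 1 in 20. These values are not independent, since 4 of the 9 come from the pool of 12 cells and 2 from the female pool.

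Pool 4 stood apart in Xist (1187.4 CPM) and in the Y gene Eif2s3y (0.227 CPM; ENSMUSG00000069049, protein-coding, chromosome Y, 1010543 to 1028847). It is the pool labelled female, so the labels give the sex of the mice as the explanation, and no other was tested.

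Pool 2 holds 12 cells, and 3 genes named above stood far higher in it than in the other pools. Adgrg5 was at 87.9 CPM, with 99.9% of its reads in 1 cell, and 5.40% of 10000 draws of 12 cells from pool 1 reached that level. Few cells in the pool may therefore account for it. Aqp6 was at 166.1 CPM, with 81.99% of its reads in 1 cell and 2.44, 16.3 and 11.6 CPM in the other pools. Cpn2 was at 153.3 CPM, with all reads in 1 cell and 1.69, 1.06 and 4.89 CPM elsewhere. No draw from pool 1 reached either level (0% for few cells in the pool, in both genes). A single strongly expressing cell could be chance or a difference between the mice, and the 2 cannot be told apart with 12 cells. Pool 2 also had a microfold-like share of 0 (0 of 12 cells, up to 25.0%), which its size leaves undecided.

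Pool 3 (6 weeks) had 58.5 CPM of Nts against 32.6, 35.2 and 33.6 in the other pools. The reads lay in 38 of 82 cells, with 29.8% in 1 cell, and 4.05% of draws of 82 cells from pool 1 were as high. Sampling of few cells and a difference in age or mice both stay possible explanations, and the second was not tested. In the same pool Tas2r102 was at 0.201 CPM from 14 reads, of which 92.9% lay in its 3 tuft-like cells. Tuft-like cells in the pool could account for it, but 85.7% of the reads lay in 1 cell. Pool 1, with 11 tuft-like cells, was at only 0.00853 CPM, and 0% of draws of 82 of its cells were as high. The explanation stays open.

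Immature mTEC-like cells made up 1.58% of pool 1 (7 cells) and none of the cells of the other pools. At the share of pool 1 the chance of finding 0 in those cells is 6.10%, so few cells in the other pools could account for the gap.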

How the results depend on the processing

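Tests chosen only after results were seen were those on plates for the later gene sets, the clustering without genes that differed between Aire-KO and WT plates, the fit of mTEChi groups without pool 2, the protein-coding pairs, age and sex as a block, all genes of the set matched over the 4 pools and both counts of other splits of the pools. Results with a test are compared by direction and side of the threshold.

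Of the comparisons of a named gene under an alternative, 89.1% kept their direction and side of the threshold, 29 (6.17%) passed it only under the alternative, 22 (4.68%) passed it only in the main test, and 0 changed direction. In the Aire-KO comparisons no named gene passed the main test. Simulated changes were recovered at only 9.5% there in mTEChi and 6.5% in mTEClo. Staying on that side of the threshold therefore says little on stability. For mTEChi against mTEClo, Aire, Cd80, Tas2r102, Tas2r113 and Tas2r116 passed under all 16 alternatives (log2 fold change of Aire 5.03 to 5.38, adjusted p 8.72e-54 to 0.00580). Aqp6 passed under 13, and Cpn2, Adgrg5 and H2-Aa under 11 (adjusted p up to 0.0639, 0.215, 0.211 and 0.125). Aire in Aire-KO passed under 5 of 24 alternatives in mTEChi (adjusted p 6.10e-27 to 0.824) and 7 of 22 in mTEClo (1.49e-30 to 1.00).

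Of the comparisons of other results, 74.1% stayed within the spread or within 1.5 times the count and 87 (25.9%) did not, and the cause was not tested unless named. Numbers of genes are percent of the genes of the table, where 1 gene is 0.00206%. With DESeq2, 1.48% were lower and 0.107% higher in Aire-KO mTEChi, 0.382% lower and 0.1796% higher in Aire-KO mTEClo, 0.386% differed in the interaction, 14.8% were higher and 5.78% lower in mTEChi than in mTEClo, 0.0248% higher and 0.0475% lower in newborn mTEChi, and 1.70% higher and 2.09% lower in newborn mTEClo. With plates as units these values were 3.396 and 0.939, 0.0475 and 0.155, 0.264, 19.7 and 7.04, 0.698 and 0.667, and 5.41 and 6.82%, where more units enter the test. Of the genes higher and lower in mTEChi in the main test, DESeq2 called 99.7 and 92.3% in the same direction and plates 99.3 and 84.2%. Limma called only 58.99 and 51.36% of them, and the fit with age and sex as a block 44.46 and 50.21%. With each pool left out, 35.14 to 93.83% of the higher and 42.87 to 75.20% of the lower genes were called again. The remaining settings called 84.14 to 99.77% and 83.44 to 93.75%. With limma, 0.00413% were lower and 0.0145% higher in Aire-KO mTEChi, 0.00206% lower and 0.0124% higher in Aire-KO mTEClo, 0.260% higher and 0.00206% lower in newborn mTEChi, 0.142% higher and 0.0454% lower in newborn mTEClo, and 1.84% lower in mTEChi than in mTEClo. In thinned cells 1 gene was lower in Aire-KO mTEChi, 1 in Aire-KO mTEClo, and 0.101% were higher and 0.0206% lower in newborn mTEClo. Without a filter, and without Aire-KO mTEChi plate 7, 1 gene was lower in Aire-KO mTEClo.

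Leaving out each mouse pool gave 2.31 to 8.43% higher and 1.503 to 3.26% lower in mTEChi than in mTEClo, 0 to 0.00413% higher in Aire-KO mTEClo, and 0 to 0.514% higher and 0 to 0.5677% lower in newborn mTEClo. The upper ends of the last 3 ranges came without WT mTEClo pool 1. Counts for Aire-KO mTEChi, newborn mTEChi and the interaction stayed at 0, but simulated changes of the interaction were recovered at 0%, so this says nothing on its stability. Of the 35 splits of the 7 pools into 4 and 3, only the real one gave as many genes higher (1 split) or lower (1 split). That is the smallest share that 35 splits can give. The other splits also mix the sorts within a group, which widens the spread and lowers their counts. The result argues against a chance split but does not exclude it. Size factors of DESeq2 in edgeR gave 6.72% higher and 2.86% lower, so higher genes made up 70.1% instead of 64.6% of the calls.

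Cycling cells were 10.1% of Aire-KO mTEChi with 2000 variable genes. Keratinocyte-like cells were 11.3% of WT and 9.76% of Aire-KO at a resolution of 0.4, and 11.3% and 10.1% in the clustering without genes that differed between plates. Neuroendocrine-like cells were 0% of Aire-KO in those last 2 clusterings and with 2000 variable genes, and microfold-like cells 0% of both genotypes with 15 components. In the clustering with 15 components a cluster with 6 enterocyte and 6 microfold markers stayed unnamed because of the tie. The microfold-like share of 0% therefore does not show that such cells were absent. Leaving out each pool gave WT shares of 4.25 to 6.62% (cycling), 3.87 to 6.24% (keratinocyte-like), 1.11 to 3.89% (neuroendocrine-like), 0.782 to 1.19% (microfold-like), 0.826 to 2.05% (tuft-like) and 0 to 0.5255% (immature).

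The difference in the share of expressing cells, as a mean over pools, kept its sign under all alternatives: -0.948 points at 5 or more reads (0 in the pool of 12 cells), -12.5 with all genes of the set kept and matched over the 4 pools, -13.1 in cells as deposited, -21.2 for genes chosen on 5 plates and measured in the others, -10.0 by the study's rule on percentiles, -9.89 for genes with a fold of 4, and -8.97 to -7.66 with each pool left out. Pairs numbered 0.0350% of the pairs of the main setting above a correlation of 0.5 (96.1% on one chromosome), 0.0131% above 0.7 (100%), 0.106% with unlogged CPM (26.2%), 0.00426% (50 pairs) among protein-coding genes, where fewer genes were tested, and 0.0139 to 0.0233% with each pool left out (85.9 to 99.3%). The matched genes had fewer pairs under each of these settings. Fewer genes were also tested with each pool left out.

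Genes per cell depend on depth, with 9711 at 5 or more reads and 11109.5 in thinned cells. As a mean of per-cell values Aire was at 28.6 CPM in Aire-KO mTEChi, 5.02 in adult cTEC, 62.8 in newborn cTEC, 1536.3 in newborn mTEChi and 88.9 in newborn mTEClo. With TMM it was at 1405.6 CPM in newborn mTEChi. No paired analysis was possible because replicate numbers only name the mouse pools in the order of their samples and the mice are not numbered, and pools of the same age and sex need not be the same mice. With age and sex as a block, 0.0970% were lower and 0.0186% higher in Aire-KO mTEChi, 0.103% lower and 0.149% higher in Aire-KO mTEClo, 0.186% differed in the interaction, and 3.71% were higher and 2.49% lower in mTEChi than in mTEClo. That fit leaves 1 residual degree of freedom, only 2 labels occur in both adult WT sorts, and the newborn comparisons cannot be made. No plate holds both groups of a comparison tested, and the newborn sorts, which share plates 16 to 20, were not tested against each other.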

Other observations

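Tests chosen only after results were seen were those of clustering settings and age for tuft-like cells, of depth for cycling cells in plate 14, of the pool of 12 cells, the mTEClo spread and age and sex for the absence of calls, of overlapping genes, of genes chosen and measured in the same cells, and of transcripts that give a long gene its own count. None of the patterns here was tested on independent data.

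Aire-KO mTEChi cells held 7656 Aire reads, and 64.2% of these cells had at least 1, against 2.597% of Aire-KO mTEClo cells. WT cells among the Aire-KO cells are argued against as the whole source: the 3 cells with most reads held 23.2% of them, no cell exceeded the WT median of 1052.4 CPM, and without these 3 cells 20.3 CPM remained. They are not excluded for single cells. Of the 5 cells with most Aire reads, 2 had 490.1 and 720.3 CPM of Aire and reads of 9.37% and 7.54% of the genes lower in Aire-KO plates, above the WT 10th percentiles of 63.9 CPM and 7.06% of these genes. Remaining transcription of the targeted gene is a candidate explanation, because an Aire read was found in 82.1% of mature mTEC-like cells and in 20.0% of the 25 keratinocyte-like and immature mTEC-like cells. Over all plates enterocyte-like cells, whose name depended on the clustering setting, and cycling cells were at 56.4 and 23.1%. Most of the 25 cells came from plates 8 and 14, and mature mTEC-like cells had the highest share in both. In plate 14 a read was found in 64.8% of mature mTEC-like, 27.3% of 11 immature mTEC-like, 22.2% of 9 enterocyte-like and 10.0% of 10 cycling cells. In plate 8 the shares were 86.1% of mature mTEC-like, 66.7% of 3 cycling, 50.0% of 2 immature mTEC-like, 44.4% of 36 enterocyte-like and 12.5% of 8 keratinocyte-like cells, so the other classes had no fixed order. Cells are not independent, and all are of 1 pool. Reads from other wells stay open as a part of the signal, since the share of cells with a read cannot separate them from weak transcription.

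Tuft-like cells were 4.15% of adult WT mTEClo pool 1 and over 50% of the other pools. Clustering settings do not account for it, since the gap was at least 48.6 percentage points over 6 clusterings. Depth alone does not either, because after thinning Trpm5 was read in 46.5% of cells of pool 1 and in 93.2% and 75.8% of pools 2 and 3. The position of the MHC class II gate stays open: H2-Aa in immature mTEC-like cells was 903.7 CPM in pool 1, between the 786.8 and 1068.2 CPM of pools 2 and 3. The age of the mice, 8 weeks in pool 1, also stays open, as the 5-week Aire-KO pool had 14.9% and differs in genotype. Age and pool cannot be told apart with 1 pool per age. Pool 1 is also the pool whose omission raised the counts of the mTEClo comparisons.

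Xist reads in most male cells of plates 32 to 34 may come from other wells, but this could not be decided. Genes read heavily in 1 cell were read more often in other cells of its plate than in other plates of the group in 21 of 23 plates. Plates 32, 33 and 34 disagree, with -3.29 points (1 gene), 4.43 points (3 genes) and 10.2 points (1 gene), so too few genes stand behind them. The median of 14 other male-labelled plates was 5.44 points. Female cells in those plates stay open too. There were 0 cells at the female level, but only 78.05% of the cells of the female plate met it, and 10.4% of cells of plate 32 had more Xist than Y reads. The newborn plates, which hold cells at the female level, had Xist reads in 55.7 to 98.4% of cells with more Y than Xist reads. Shares as high as those of plates 32 to 34 thus occur beside such cells, but the source of the reads stays open.

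Cycling cells were found in Aire-KO mTEChi plates 8 and 14 (3.49% and 11.9%) and not in plates 7 and 13 (0%). After thinning, Top2a was read in 23.5, 32.6 and 34.5% of cells of plates 7, 8 and 13 and in 58.3% of plate 14 (lower limit of the exact interval 47.1%, above the upper limits of the other 3). Sequencing depth is argued against for plate 14 but stays open for plate 8, which lay below plate 13. No biological explanation was tested, since the labels do not separate the mice of these plates.

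The 0 genes between Aire-KO and WT mTEChi over mouse pools were examined for their cause. Without the pool of 12 cells and with only mTEChi groups in the fit, 0 genes passed. The smallest adjusted p fell from 0.239 to 0.0938 and the genes at an unadjusted p under 0.05 rose from 3.60 to 9.17% of the table, so that pool stays a possible part of the cause. With only the groups compared, so without the spread of the mTEClo pools, again 0 passed (smallest adjusted p 0.205, 4.39% at an unadjusted p under 0.05). That fit has fewer pools to measure the spread, and this explanation stays open as well. The fit without the pool of 12 cells also left out the mTEClo pools, so its shift cannot be ascribed to the pool of 12 cells alone. Both values moved in the same direction, but less, when only the pool of 12 cells was left out of the main fit. Sampling of few cells per pool stays open: pool 2 correlated with pool 1 at 0.847 across genes, where 1 of 200 draws of 12 cells was as low, but 17 of 200 draws were as low as pool 3 and 1 as low as pool 4. The Aire-KO pool, at 0.893, lay below all 200 draws (lowest 0.958). With age and sex as a block, 0.116% of the genes passed, but that fit has 1 residual degree of freedom and its WT mTEChi pool of the same age is the pool of 12 cells. Age of the pools stays open. Simulated data gave calls at this design, so the count of 0 may reflect the spread between pools as well as 1 pool on the Aire-KO side.

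The co-expressed pairs on one chromosome could have several technical sources. Location alone does not set these genes apart, since 64.3% of the few pairs of matched genes also lay on one chromosome, and the larger difference is in the number of pairs. Overlapping annotations are argued against, since 99.2% of the pairs without overlap lay on one chromosome. A few transcribed blocks hold many pairs (59.8% in the 5 largest), but 97.47% of the 79 blocks lay on one chromosome. Predicted genes and pseudogenes are not the whole source either, with 98% among protein-coding genes. Intronic reads of a longer gene may enter 56.1% of the pairs, yet 98.3% of the pairs outside a longer gene lay on one chromosome. Reads shared between neighbouring paralogs, such as those around Prss29, were not tested and stay open.

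For the predicted genes inside Kcnip4, transcripts that give Kcnip4 its own count are argued against as the whole source. Kcnip4 changed by a log2 fold change of -0.31 over Aire-KO plates (edgeR adjusted p 0.554) while the genes inside it nearly vanished. The same holds for Dlg2 (1.02, adjusted p 9.36e-06) and Ctnna2 (-0.44, adjusted p 0.660). Across WT cells the genes inside correlated with the longer gene at a median of 0.334 in Kcnip4, 0.102 in Dlg2 and 0.418 in Ctnna2. A part from such transcripts therefore stays open. Inside Fam155a the question stays open, since the gene itself fell with a log2 fold change of -4.93 (adjusted p 0.0284). A hypothesis is that Aire-dependent transcription of a region, not of single genes, is read in a few cells, and these blocks are consistent with it, but it was found in these data.

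The lower share of expressing cells among genes lower in Aire-KO plates may partly reflect that genes were chosen and measured in the same cells. With genes chosen on 5 plates and measured in the others the difference was -21.2 points and negative in each pool. This argues against that as its whole cause, although 1 of the pools then held only 5 cells. Fewer genes entered that setting, with higher mean reads (2.16 against 0.588 in adult WT mTEChi pool 1). The sizes of the 2 differences are therefore not comparable.

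The median gap of co-expressed pairs on one chromosome here was 37.7 kb. That is longer than the value quoted from the study above. Among protein-coding genes alone it was 8.81 kb, which is shorter, so the direction depends on the genes entered. The gene sets differ, since the set here was rebuilt from plates, and so do the cells, since all adult WT mTEChi cells entered here and cells of chosen clusters there. The share of expressing cells here, 8.76%, is over all cells of a WT mTEChi pool after thinning, whereas the quoted one is over the cells of 1 cluster, so the 2 are not compared. Of the preset genes, Spt1 had no entry under that name and was not analysed here.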
